# Environmental and molecular regulation of asexual reproduction in the sea anemone *Nematostella vectensis*

**DOI:** 10.1098/rsos.230152

**Published:** 2023-06-14

**Authors:** Layla Al-Shaer, Whitney Leach, Noor Baban, Mia Yagodich, Mathew C. Gibson, Michael J. Layden

**Keywords:** transverse fission, facultative asexual reproduction, anthozoa, gene expression, Cnidaria

## Abstract

Cnidarians exhibit incredible reproductive diversity, with most capable of sexual and asexual reproduction. Here, we investigate factors that influence asexual reproduction in the burrowing sea anemone *Nematostella vectensis,* which can propagate asexually by transverse fission of the body column. By altering culture conditions, we demonstrate that the presence of a burrowing substrate strongly promotes transverse fission. In addition, we show that animal size does not affect fission rates, and that the plane of fission is fixed along the oral–aboral axis of the polyp. Homeobox transcription factors and components of the TGF*β*, Notch, and FGF signalling pathways are differentially expressed in polyps undergoing physal pinching suggesting they are important regulators of transverse fission. Gene ontology analyses further suggest that during transverse fission the cell cycle is suppressed, and that cell adhesion and patterning mechanisms are downregulated to promote separation of the body column. Finally, we demonstrate that the rate of asexual reproduction is sensitive to population density. Collectively, these experiments provide a foundation for mechanistic studies of asexual reproduction in *Nematostella,* with implications for understanding the reproductive and regenerative biology of other cnidarian species.

## 1. Introduction

Cnidarians (e.g. corals, sea anemones, jellyfish, hydrozoans) occupy a range of niches and play large roles in many ecosystems, which arguably makes investigation of their reproductive strategies important for our understanding of ocean ecology and conservation. We are interested in understanding the mechanisms that regulate asexual reproduction in this diverse group. In different organisms, asexual reproduction can be obligate or facultative. Although cnidarians exhibit diverse reproductive strategies, most species are capable of facultative asexual reproduction [1]. Determining how sexual and asexual reproduction are regulated is an important first step to begin understanding the mechanisms that dictate an organism's reproductive health and how it allocates resources between alternative reproductive strategies. While sexual reproduction has been relatively well studied in cnidarians, particularly coral spawning, causal factors that affect rates of asexual reproduction are not yet well characterized in any species [2], and most studies are descriptive—focusing on how the process of asexual reproduction occurs (e.g. budding, fissioning) [3–5].

Environmental factors have been found to influence asexual reproduction in non-cnidarian species including stochastic environmental conditions [6], mate availability [7], seasonality [8] and population density [7,9]. Individual attributes such as physical condition [10] and body size [11,12] have also been shown to have an influence on asexual reproduction. Within cnidarians, seasonality can affect asexual reproduction in *Aurelia* [13], population density and body size have been shown to regulate the rates of bud formation in *Hydra* [14,15], and feeding has been demonstrated to increase asexual reproduction in *Hydra*, *Aurelia* and *Nematostella* [4,13,14]. Efforts to identify molecular mechanisms that regulate asexual reproduction are limited to the window during which a clone is being generated. Within Bilateria, gene expression has been characterized during asexual fissioning in the annelid *Pristina leidyi* [16], and functional experiments argue TGF*β*, Wnt signalling, and homeobox transcription factors regulate fissioning in *Planaria* [12,17,18]. Within Cnidaria, FGF signalling has been implicated in extracellular matrix degradation leading to clone detachment during asexual reproduction in the coral *Pocillopora acuta* [19], and both FGF and Notch regulate bud site position, outgrowth and detachment in *Hydra* [20–22]. Despite the current efforts, there is still a lack of data about the regulators of asexual reproduction, especially within the cnidarians, arguing additional efforts in currently studied species and additional species will facilitate uncovering broad phylogenetic patterns and individual specific regulators of asexual reproduction [2].

Here, we provide an initial characterization of factors that influence asexual reproduction at both the individual and population levels in the cnidarian sea anemone *Nematostella vectensis. Nematostella* undergoes asexual reproduction by transverse fission, where physal pinching leads to the separation of the lower body column (physa) which regenerates into a clonal individual [23,24] (figure 1*a*). Additionally, *Nematostella* readily spawn in laboratory culture, making it well suited for future studies aimed at investigating condition-dependent aspects of cnidarian facultative asexual reproduction. To the best of our knowledge, this is the first study to characterize factors that affect facultative asexual reproduction in an anthozoan cnidarian. We investigated how environmental, physical and social conditions of *Nematostella* influenced transverse fission and identified genes differentially expressed in steady-state and actively fissioning animals. Lastly, we compared gene expression in high- and low-density populations which we demonstrate to have distinct rates of asexual reproduction. We found no changes in gene expression based on population density, arguing that differential gene expression does not play a large role in regulating the rate of asexual reproduction by transverse fission.

**Figure 1.**
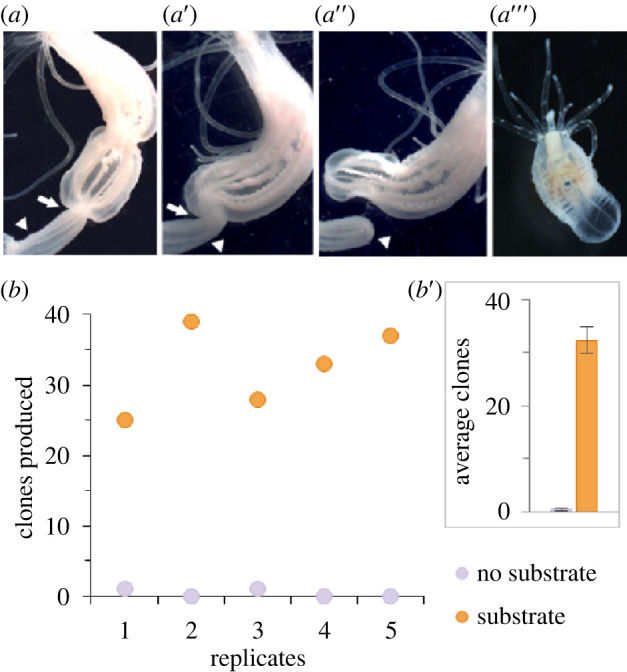
Substrate increases asexual reproduction by transverse fission. (*a*,*a*') Physal pinching is characterized by the sustained constriction of the body column (white arrows), (*a*’’) which leads to the separation of the physa (white arrowheads). (*a*’’’) The separated physal fragment regenerates oral structures generating a functional clonal individual. In all images the oral end of the animal is at the top. (*b*) In all replicates, more clones were produced in populations with gravel substrate than in no substrate populations and (*b*') this difference was significant (*t*-test: *t*_8_ = −12.08, *p* < 0.0001, *n* = 5 replicates). Bars in (*b*') show means ± s.e.

## 2. Results

### 2.1. Substrate promotes asexual reproduction in *Nematostella*

Asexual reproduction is rarely observed in laboratory populations of *Nematostella*, but it is well documented in the wild [25]. *Nematostella* is an infaunal species, but laboratory populations are typically maintained without substrate to burrow into, suggesting that substrate may promote transverse fissioning in *Nematostella*. To test this, we compared the number of clonal progeny produced in cultures of 10 females with and without gravel substrate (*n* = 5 replicates). After two months, only two clonal progeny were observed within the five populations without substrate. By contrast, all five replicates with substrate increased by 25 or more clonal individuals (figure 1*b*; *t*-test: *t*_8_ = −12.08, *p* < 0.0001). We conclude that substrate strongly promotes fission behaviour and we therefore included substrate in all subsequent asexual reproduction experiments.

To gain preliminary insight into whether there may be differences in transverse fission with and without substrate, we attempted to capture and image fissioning animals. Two time-lapse videos were created to show examples of physal pinching via transverse fission in an individual in substrate and an individual removed from substrate once the process began (electronic supplementary material, videos S1 and S2). The animal kept in substrate appears to rotate the body column in a twisting motion at the site of pinching until the physal fragment detaches (electronic supplementary material, video S1). The animal removed from substrate did not exhibit the same twisting motion (electronic supplementary material, video S2), indicating that the presence of substrate may provide a mechanical advantage for fissioning animals.

### 2.2. Animal size does not affect fission rates

One previous study observed a highly variable latency to fission for *Nematostella* [4], but this account did not consider animal size as a potential explanatory variable. To address this possibility, a *NvLWamide-like::mCherry* neural reporter line was used to isolate animals of different sizes based on the number of longitudinal neurons each animal possessed [26,27]. Twenty-nine per cent of animals observed during a three-week window underwent transverse fission. Binary logistic regression showed that starting animal size did not predict whether an animal asexually reproduced (figure 2*a*; *r*^2^ = 0.005, animal size *b* = −0.003 ± 0.008, *p* = 0.71). The latency of animals that did fission ranged from 1 to 18 days, and was not related to animal size (figure 2*b*; Pearson correlation: *r*_(20)_ = −0.06, *p =* 0.80). Some individuals fissioned multiple times over the three-week period. The decrease in size after fissioning, and repeated observations of the same animal showed no consistent pattern linking animal size and latency to fission (figure 2*b*, compare points of the same colour). Lastly, animals fissioned one to four times over a three-week period, and there was no correlation between animal size and rate of asexual reproduction (figure 2*c*; Pearson correlation: *r*_(11)_ = 0.26, *p* = 0.40). Taken together, these results demonstrate that size does not determine whether an animal will fission, how fast, or how often in *Nematostella*.

**Figure 2.**
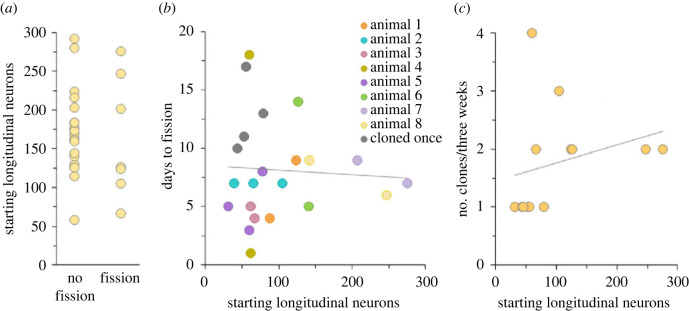
*Nematostella* size was not related to asexual reproduction. (*a*) Only 29% of animals asexually reproduced over a three-week period. Animal size did not predict whether an animal asexually reproduced (*n* = 26, binary logistic regression: *r*^2^ = 0.005, animal size *b* = −0.003 ± 0.008, *p* = 0.71). (*b*) Latency to transverse fission varied across and within individuals, and was not related to the number of longitudinal neurons animals possessed at the start of the experiment (Pearson correlation: *r*_(20)_ = −0.06, *p =* 0.80; *n* = 12 animals and 22 fission events). (*c*) Animal size also did not predict the rate of asexual reproduction (Pearson correlation: *r*_(11)_ = 0.26, *p* = 0.40; *n* = 13). Linear trendlines are shown in (*b*,*c*).

### 2.3. Physal pinching occurs at a set point along the body column

To determine if the physal pinching that precedes transverse fission occurs in a fixed location along the oral–aboral axis, we exploited the even distribution along the oral–aboral axis of longitudinal neurons expressing the *NvLWamide-like::mcherry* transgene [28]. The even distribution of neurons allowed us to quantify the number of neurons present within the oral (parent) and aboral (clone) remnants within less than 24 h of a fission event to determine the pre-fission size of the parent animals, and to express the position of the fission site as a percentage of the total body size. The difference between parent size before and after transverse fission increased with increasing adult size, indicating that clone size scaled with parent size (figure 3*a*). However, regardless of starting size, individuals lost 26.7% of their longitudinal neurons to their clones and there was relatively low variability between individuals in this value (±1.3% s.e.m.) (figure 3*b*). Individuals that underwent consecutive fissioning events showed the same degree of consistency in terms of the position of the fission event along the oral–aboral axis (figure 3*a*; e.g. compare aqua lines from animal 2). These data suggest that the position of physal pinching during transverse fission is fixed along the oral–aboral axis of the polyp.

**Figure 3.**
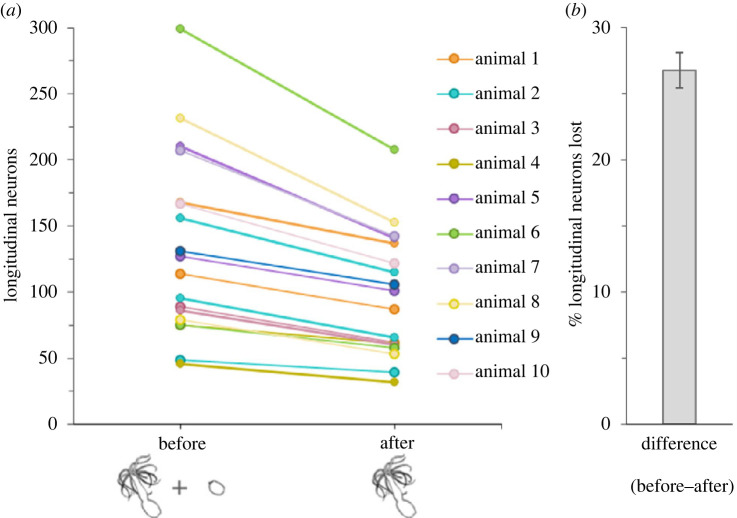
Physal pinching occurs at a set point along the body column. (*a*) Number of longitudinal neurons before (parent + clone fragments) and after (parent only) a fission event. (*b*) Adults decreased by an average of 26.7 ± 1.3% s.e. in longitudinal nerve-net size after a fission event (*n* = 10 animals and 18 fission events).

### 2.4. Differential gene expression provides insight about mechanisms of transverse fission

Bulk RNA sequencing on fissioning (pinching) and steady-state (not pinching) animals was used to identify genes differentially expressed during transverse fission. 

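Counts were analysed from 6 libraries, 3 of pinching animals and 3 of steady-state animals, with both groups kept in substrate. The pinching animals were collected while the physa (the bulb at the aboral end of the polyp) was constricting. The methods describe pooled individuals. The paper's discussion places the measured expression where the body constricts and separates, and names the isolation of only this tissue as a limitation. The deposited sample labels likewise give the physa as the tissue, whereas the labels' extraction protocol describes the lysis of whole animals. The tissue behind the values was therefore stated in more than one way. The authors sequenced stranded mRNA libraries as short single reads, aligned them with STAR, discarded reads with the same start position and full identity as PCR duplicates, and deposited the raw number of reads counted on each gene model in each library. The paper's text does not name the program that made these counts or state whether it used strand, so reads of overlapping or near-identical genes could have been shared between gene models. The counts per library summed to between 26381086 and 27343077 in the pinching group, with a median of 26724697, and to between 22423447 and 23818796 in the steady-state group, with a median of 22594374. Genes with at least 3 counts summed over the 6 libraries were tested, which kept 21345 gene models. Expression was compared with edgeR's quasi-likelihood test after TMM normalization for library size and composition, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.1. The cut-off of 0.1 and the minimum of 3 counts were taken from the paper, which used the Wald test of DESeq2. Groups, and so the direction of every fold change, follow the deposited sample labels, with fold changes given as pinching over steady-state. In simulated counts with 200 of these genes changed, edgeR called 54.8% of the genes changed 4-fold and 1.6% of those changed 2-fold, and 8.44% of its calls were unchanged genes. In the same simulated counts, DESeq2 called 89.2% of the genes changed 4-fold and 36.2% of those changed 2-fold. Of its calls, 50.2% were unchanged genes. With 4000 genes changed by small and large amounts instead, 7.21% of edgeR's calls and 17.7% of DESeq2's were unchanged genes. Each gene's simulated spread was drawn with edgeR's own prior degrees of freedom, a form that edgeR's test assumes and DESeq2's does not. From the real edgeR p-values, an estimated 70.6% of genes were unchanged, so 200 changed genes is far from the real setting. The simulated shares of unchanged genes are therefore not estimates for the real calls of either test. The deposited counts name genes by identifier only, and none of the identifiers could be paired with a gene name here. Table S1, which the paper says gives transcript IDs and annotations, was not available here. The gene families of table S1 and the GO terms were therefore not analysed.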

An average of 31 million reads were generated per sample which were mapped to the NVEC200 *Nematostella* genome [29]. 

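The paper's depth is the number of reads sequenced per sample, whereas the values used here are reads counted on gene models after alignment and duplicate removal, with a mean of 24880913 per library. Of the 24525 gene models in the deposited counts, 22428 had at least 1 count and 2097 had none in any library. Between 20377 and 21071 gene models were detected in a single library, the fewest in pinching replicate 3 and the most in steady-state replicate 3. The most abundant gene model took between 1.53% and 2.55% of the counts of a library, and the 10 most abundant took between 7.98% and 12.3%, the highest share again in steady-state replicate 3.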

A principal component analysis (PCA) revealed that samples segregated by pinching status along PC1, which explained 53% of the variance (figure 4*a*). 

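A PCA of the rlog-transformed counts of all tested genes, centred and not scaled, placed 48.1% of the variance on PC1 and 17.9% on PC2. The pinching libraries had PC1 scores of 11.0, 24.4 and 21.2 for replicates 1, 2 and 3, and the steady-state libraries had scores of -14.3, -7.35 and -34.9. The gap of 18.4 between the groups was larger than the range of 13.4 among pinching libraries and smaller than the range of 27.6 among steady-state libraries. The difference between the group means accounted for 42.2% of the variance over all genes, and the other ways of dividing the 6 libraries into 3 and 3 accounted for at most 27.7% (exact permutation test over 10 splits, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The share on PC1 moved most with log2 CPM (counts per 1000000, TMM-normalized) in place of rlog, to 39.8%. The groups lay apart on PC1 under each of the 11 other transformations, gene filters, depths and sets of 5 libraries tried.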

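The edgeR quasi-likelihood test called 34 genes at the cut-off, of which 2 were upregulated and 32 were downregulated in pinching animals. The choice of test moved these numbers most, since DESeq2's Wald test, with its own size factors and independent filtering, called 1927 genes at the same cut-off, 690 upregulated and 1237 downregulated, and all 34 of edgeR's genes were among them. The balance of up- and downregulated genes among DESeq2's calls moved with the scaling, since TMM factors in place of its size factors gave 889 upregulated and 1118 downregulated genes, and library size alone, which turned the balance, gave 1731 and 1016. Before adjustment, 3972 genes had a p under 0.05 in the edgeR test, 2003 of them higher and 1969 lower in pinching animals, where chance alone would give 1067. With 1 library left out, which also lowers the power of the test, the edgeR count was 0 without any one of the pinching replicates or without steady-state replicate 2, 354 without steady-state replicate 1 and 16 without steady-state replicate 3. With the same libraries left out, DESeq2 called between 618 and 3060 genes, and between 2071 and 4751 genes had an unadjusted p under 0.05 in the edgeR test. Among edgeR's calls with a mean of at least 1 CPM, the largest fall was in gene model NV2g021655000.1, at 63.1 ± 35.3 CPM (SD, n = 3) in steady-state and 3.5 ± 1.03 CPM (SD, n = 3) in pinching libraries, a log2 fold change of -4.17 (standard error 0.53, adjusted p = 0.0972 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next largest fall was in NV2g008830000.1, from 37.0 ± 21.8 CPM (SD, n = 3) in steady-state to 2.68 ± 1.14 CPM (SD, n = 3) in pinching libraries, a log2 fold change of -3.79 with a standard error of 0.53. Of the 2 upregulated genes, NV2g008483000.1 was at 0.55 ± 0.236 CPM (SD, n = 3) in steady-state and 4.96 ± 2.32 CPM (SD, n = 3) in pinching libraries, a log2 fold change of 3.15 with a standard error of 0.45. The other, NV2g002784000.1, was at 5.70 ± 0.715 CPM (SD, n = 3) in steady-state and 14.2 ± 2.44 CPM (SD, n = 3) in pinching libraries, a log2 fold change of 1.32 with a standard error of 0.19. The last 3 genes had the same adjusted p as the first, and each of the 4 stayed past the cut-off with 1 library left out only when that library was steady-state replicate 1.

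**Figure D1:**
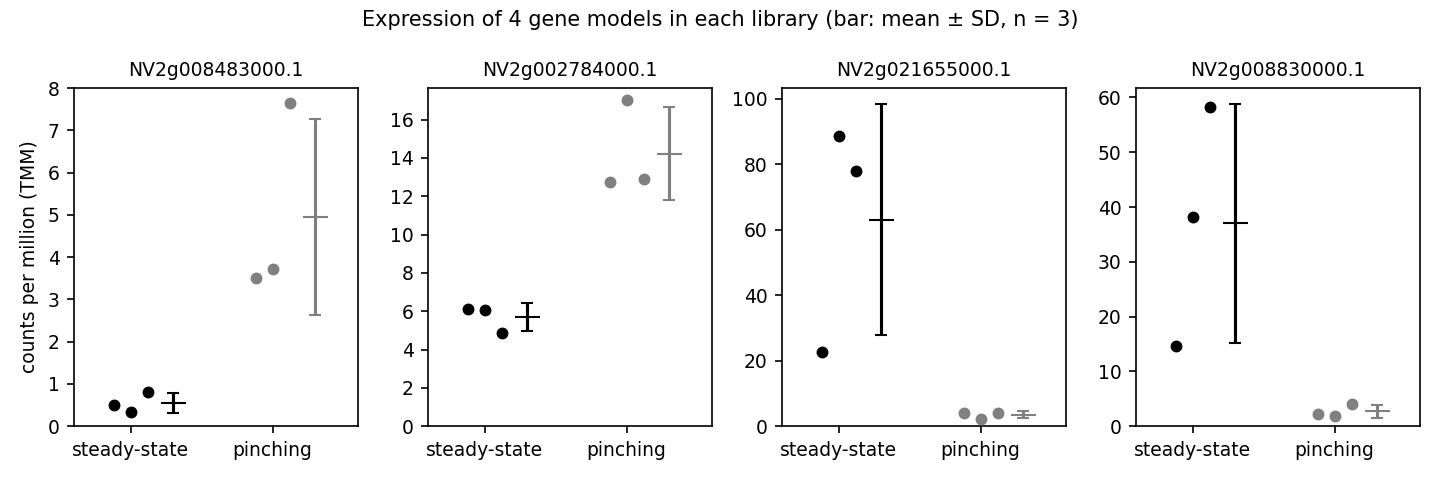
TMM-normalized CPM of 4 gene models in the 3 steady-state (black) and 3 pinching (grey) libraries; each point is a library, and the bar beside the points gives the mean ± SD (n = 3). The pinching libraries lie between 2.30 and 4.12 CPM for NV2g021655000.1, below all steady-state libraries at 22.7 to 88.5 CPM, and each panel has its own linear axis starting at 0.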

A total of 1577 differentially expressed genes (DEGs) were identified with 517 genes upregulated and 1060 downregulated in pinching animals (figure 4*b*).

**Figure 4.**
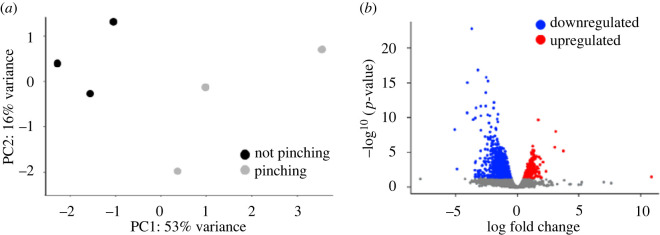
Gene expression varied between animals undergoing transverse fission and steady-state individuals. (*a*) PCA showed that individual replicates separated along PC1 according to their pinching status. (*b*) A total of 517 genes were upregulated and 1060 were downregulated in pinching versus steady-state animals.

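Falls were larger than rises among the genes called by DESeq2, with a median log2 fold change of -1.16 in downregulated and 0.72 in upregulated genes. At least a 2-fold change was estimated for 782 of the downregulated and 154 of the upregulated genes, and with library size alone for 656 and 216. Leaving out 1 called gene that had no count in any pinching library, the estimated log2 fold changes ran from -4.90 to 4.64. Of the 15655 genes with a mean of at least 1 CPM after TMM normalization, 2926 were higher in every pinching library than in any steady-state library and 1802 were lower, together 30.2% where chance would give 10% with 3 libraries against 3. With DESeq2's size factors these numbers were 2540 higher and 2134 lower, and lowering the pinching libraries by a further 0.03 on the log2 scale turned them to 2199 higher and 2416 lower. The smallest adjusted p was 0.0794 in edgeR's quasi-likelihood test and 6.19e-18 in DESeq2's Wald test, both with Benjamini-Hochberg adjustment. From the genes that differed between pinching and steady-state animals, the paper reasons towards mechanisms of fission by looking among them for transcripts tied to asexual reproduction in other species and to the integrity of the body column.

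**Figure D2:**
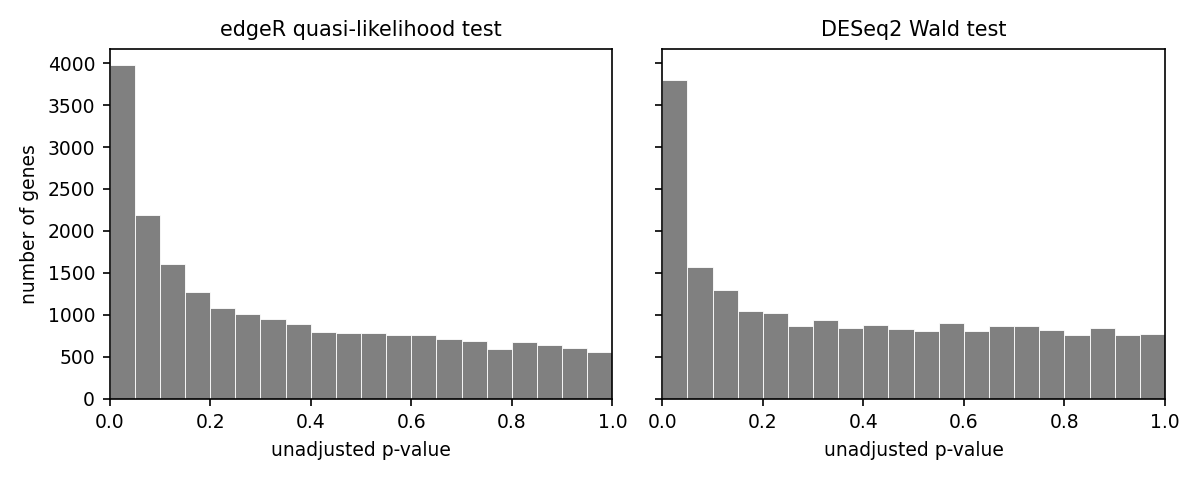
Number of genes by unadjusted p-value in bins of width 0.05 for edgeR's quasi-likelihood test (left) and DESeq2's Wald test (right). The lowest bin holds the most genes in both tests, 3972 for edgeR and 3804 for DESeq2, and the counts fall towards higher p-values more gradually for edgeR.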

Within the list of DEGs, we identified some transcripts known to regulate fissioning or asexual reproduction in other species (see Introduction). For example, hox genes have been implicated in transverse fission in planarians and we identified five predicted homeobox transcripts that were upregulated in pinching animals. Upregulation of TGF*β* pathway components is needed for fission initiation in *Planaria* [12], but we identified a putative TGF*β* target (TGFβ-induced protein ig-h3-like) that was downregulated in our pinching animals. Similarly, elements of the notch pathway are upregulated during *Hydra* budding [21] but the five notch-like protein transcripts we found were all downregulated. Some FGF pathway components are upregulated during asexual reproduction in other cnidarians [19,20,22], and we identified two FGF-like ligands that were upregulated in pinching animals. However, an FGF-like ligand and multiple FGF-like receptors were downregulated, making the role of FGF in *Nematostella* fissioning less clear. Additionally, because transverse fission leads to the detachment of the physa from the rest of the body column, we predicted that transcripts related to cell adhesion and extracellular matrix organization would be differentially expressed. As predicted, transcripts that may promote cell adhesion were downregulated, and transcripts that likely regulate tissue organization and cytoskeletal architecture were differentially expressed. See electronic supplementary material, table S1, for transcript IDs and annotations. Together these data imply that downregulation of transcripts related to maintaining body integrity likely aid in the separation of the physal fragment and suggest roles for major developmental signalling pathways in the *Nematostella* transverse fission process.

### 2.5. Gene ontology analysis uncovered functional characteristics of transverse fission behaviour

To provide a broader understanding of how fissioning is regulated, a rank-based gene ontology (GO) enrichment analysis of the DEGs found between pinching and non-pinching animals was conducted. 

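For the enrichment test, the paper ranked genes by the unadjusted p of the pinching contrast, signed by direction. DESeq2's Wald test gave such a p for 21328 genes, of which 10222 would enter the ranking on the upregulated side and 11106 on the downregulated side. At the ends of the ranking, 1624 upregulated and 2180 downregulated genes had an unadjusted p under 0.05. These sides followed the scaling, since with TMM factors in DESeq2 10902 genes would enter on the upregulated side and 10425 on the downregulated side, with 2014 and 1932 at an unadjusted p under 0.05, and with library size alone 11533 and 9793 would enter, with 2743 and 1661. The smallest unadjusted p with DESeq2's size factors was 3.78e-22, and it belonged to a downregulated gene. These counts describe the ranking only, since the identifiers were not paired with GO terms here. From the terms at each end of its ranking, the paper proposes that the cell cycle is held in check while an animal fissions, and that lower expression of adhesion and patterning genes helps the physa come away.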

Using a cut-off of *p ≤* 0.05, we identified 23 cellular component terms (17 up, 6 down), 49 molecular function terms (32 up, 17 down) and 60 biological process terms (45 up, 15 down) (electronic supplementary material, figures S1–S3). The top upregulated biological processes (*p* ≤ 0.001) included negative regulation of cell cycle, DNA replication, and RNA metabolism (figure 5). The top downregulated biological process terms included cell adhesion, developmental processes and intracellular signal transduction (figure 5). Collectively these findings suggest that during fissioning the cell cycle becomes tightly regulated, most likely suppressed, while cell adhesion and patterning mechanisms are downregulated to promote effective separation of the physa from the body column. Additional studies are needed to fully understand how the genes identified in this study regulate transverse fissioning.

**Figure 5.**
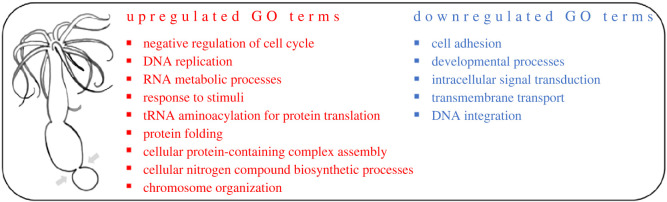
Biological processes implicated during physal pinching. Rank-based GO analysis of top (*p* ≤ 0.001) upregulated and downregulated biological processes during physal pinching. Based on DEGs identified between pinching and non-pinching treatments.

### 2.6. Asexual reproduction increases at low population density

An overarching hypothesis in species with facultative asexual reproduction is that there should exist specific environmental conditions that act to promote asexual reproduction, otherwise it is difficult to conceive of how multiple modes of reproduction could be evolutionarily maintained [6,30]. In the wild, tidal events can collect and trap *Nematostella* in isolated salt marsh pools at varying population densities. We hypothesized that population density would affect rates of asexual reproduction and predicted that asexual reproduction would increase in animals kept at low density due to reduced mating opportunity. Animals were placed into either a high- or low-density population (40 or 4 animals, respectively). After three weeks, the number of clones produced per starting individuals was determined for each density treatment. Although there was variation in the overall number of clones produced, with the least asexual reproduction occurring April–May, individuals in low-density treatments always exhibited greater asexual reproduction than those in high-density treatments regardless of time of year (figure 6*a*). On average, individuals from low-density populations generated significantly more clones than those from high-density populations (figure 6*a*’; *t*-test: *t*_32_ = 3.2, *p* = 0.003).

**Figure 6.**
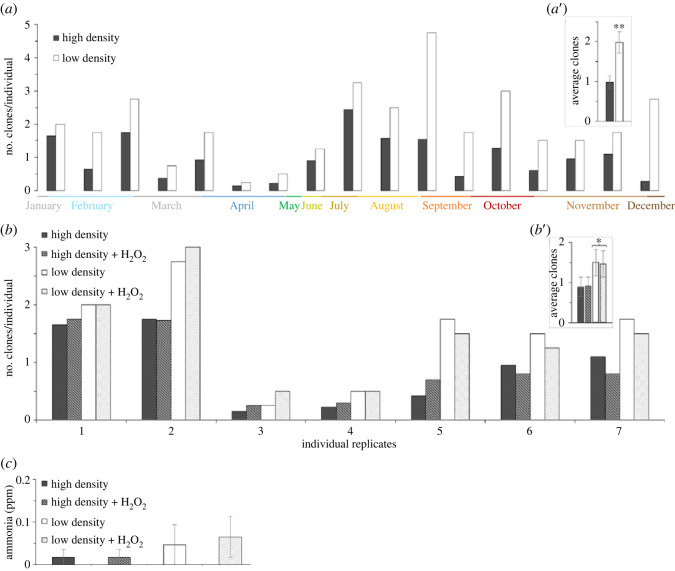
Population density affects *Nematostella* asexual reproduction. (*a*) Regardless of time of year, all replicates generated more clones per starting individual in low- versus high-density treatments over a three-week period. (*a*') On average there was a significant difference in asexual reproduction between density treatments (*t*-test: *t*_32_ = 3.2, *p* = 0.003; *n* = 17 replicates). (*b*) Regardless of H_2_O_2_ presence, nearly all replicates had more clones generated in both low-density treatments compared to both high-density treatments. (*b*') On average, there was a significant difference in asexual reproduction based on density and this was not influenced by H_2_O_2_ treatment (mixed ANOVA—main effect density: *F*_1,24_ = 4.1, *p* = 0.05; H_2_O_2_ X density: *F*_1,24_ = 0.007, *p* = 0.94; *n* = 7 replicates). (*c*) Ammonia levels did not differ between treatments (mixed ANOVA-H_2_O_2_ X density: *F*_1,24_ = 0.06, *p* = 0.81; *n* = 7 replicates). Bars in (*a*',*b*',*c*) show means ± s.e.

We questioned if differences in metabolic waste build-up might explain the density-based differences in asexual reproduction. Hydrogen peroxide (H_2_O_2_) is a natural by-product of oxidative metabolism in aerobic organisms which can act as a signalling molecule or cause oxidative damage to biomolecules depending on several factors including local concentration [31,32]. *Nematostella* are exposed to varying levels of H_2_O_2_ from cellular respiration and from the tendency of peroxides to accumulate in their natural salt marsh habitats [33]. To test if observed differences in fission rates were due to differences in H_2_O_2_, we repeated the above experiment but added additional low- and high-density treatments that received H_2_O_2_ in their water (final concentration 0.00025% or 82 µM). This concentration is not lethal and does not inhibit regeneration in *Nematostella* [33]. Like before, there was variability in the amount of asexual reproduction that occurred, but in nearly all replicates low-density animals produced more clones than high-density ones, regardless of whether H_2_O_2_ was present (figure 6*b*). On average, there was an overall effect of density. Both low-density treatments produced significantly more clones than both high-density treatments (figure 6*b*’; mixed ANOVA—main effect density: *F*_1,24_ = 4.1, *p* = 0.05) and this was not influenced by the addition of H_2_O_2_ (mixed ANOVA—H_2_O_2_ X density: *F*_1,24_ = 0.007, *p* = 0.94). The amount of ammonia present across all treatments was also measured to determine if differences in this nitrogenous waste might explain density-based differences. Ammonia levels were low and did not differ between any treatments (figure 6*c*; mixed ANOVA—H_2_O_2_ X density: *F*_1,24_ = 0.06, *p* = 0.81). We conclude that *Nematostella* can sense their population density and then adjust their asexual reproduction accordingly. The mechanism by which this occurs is unknown, but differences in the metabolic waste products ammonia and H_2_O_2_ are not responsible.

### 2.7. Gene expression did not vary based on population density

To better understand the effect that density has on *Nematostella*, we performed bulk mRNA sequencing on whole individuals collected from low- and high-density treatments at the end of the experiment period. None of the sampled animals were undergoing physal pinching at the time of collection. We predicted that there would be differential gene expression based on density treatment alone, but that DEGs might not be related to the process of asexual reproduction since this process is unpredictable and asynchronous across individuals. Sequencing yielded an average of 50 million raw reads per sample which were mapped to the *Nematostella* NVE transcriptome v. 2.0 [34]. Using transcripts per million normalized read counts, the average distance between samples was estimated using a PCA that showed that samples did not separate along PC1 (60% variance) or PC2 (11% variance) based on population density treatment (figure 7*a*). Further, a differential gene expression analysis showed that no transcripts were differentially expressed between samples from high- and low-density treatments (figure 7*b*), indicating that within our experimental context changes in gene expression do not explain density-based differences in asexual reproduction.

**Figure 7.**
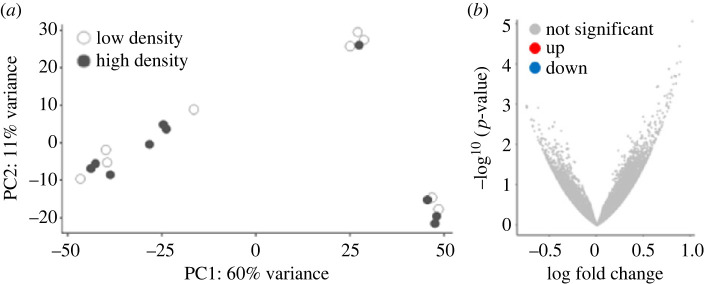
Gene expression did not differ based on population density treatment. (*a*) PCA revealed that replicates did not segregate by density treatment along PC1 or PC2 (low-density *n* = 9, high-density *n* = 10). (*b*) DeSeq2 analysis showed that no transcripts were significantly different in expression between low- and high-density samples (all adjusted *p* > 0.05).

## 3. Discussion

One of our primary goals was to expand our knowledge of cnidarian reproduction by characterizing affecters of asexual reproduction in the cnidarian *Nematostella*. It was not surprising that substrate enhanced and is effectively required for transverse fission to occur since they are naturally burrowing sea anemones. Our preliminary observations that animals that fission in substrate appear to twist, make it enticing to speculate that substrate offers a mechanical advantage to promote fissioning success. However, it is not clear if the attempts at fissioning are similar in substrate compared to no substrate cultures and substrate could also play a larger role by increasing the rate of physal pinching that leads to transverse fission. Regardless of the mechanism, it is important to note that our findings that substrate and low population density positively influence fission rates are immediately applicable for the quick expansion of laboratory cultures of *Nematostella*. Regarding animal size, we did not detect any size requirement related to transverse fission behaviour. Since when tracking individual animals there was variability in whether transverse fission occurred, there must be other factors that influence whether or not animals in isolation fission. We speculate that body condition is a likely factor because increases and decreases in feeding are known to influence fission rates in *Nematostella* [4]. Future experiments might consider controlling body condition, in part by isolating individuals and monitoring their food intake in advance of starting experiments.

The rate of *Nematostella* asexual reproduction by transverse fission increases in populations at lower density. This observation argues that *Nematostella* are capable of sensing the number of nearby conspecifics and increase their rates of asexual reproduction to increase fitness when competition from other individuals is low or mating potential is decreased. This finding presents a number of obvious questions. For example, how do *Nematostella* sense population density and subsequently alter fission rates, or do sex ratios influence asexual reproduction rates at different population densities? Some insights come from our observations. There was no difference in gene expression between animals at high and low density which argues that density does not alter transcription rates, suggesting an alternative mechanism for density-dependent asexual reproduction rates. However, since none of the animals we collected were in the process of fissioning, we cannot exclude the possibility that density-dependent physal pinching is initiated locally by a minor change in gene expression that would be difficult to detect. Although, given that we detected 1577 DEGs between fissioning and steady-state individuals we believe that this explanation is less likely. Another possibility is that *Nematostella* use sensory information to interpret their social environment and in turn regulate their fission behaviour. *Nematostella* lack vision, and it is unlikely that density is determined by touch since burrowed adults rarely move around and individuals were placed equidistant from one another in our experiments. Our favoured hypothesis is that detection of a chemical signal in the environment initiates a cascade of events that mediate physal pinching and subsequently transverse fission. This hypothesis is supported by the fact that chemical communication is a common sensory modality in aquatic organisms [35,36] and it has been implicated in the initiation and synchronization of spawning in corals [37–40]. The chemical signal is likely not differences in metabolic waste build-up since there was no effect of H_2_O_2_ or ammonia on density-based differences in fission rates, but we acknowledge that other waste products may be co-opted for discerning population density.

Regardless of what regulates asexual reproduction, we know that it must have a downstream effect on initiating physal pinching—which we have identified to occur at a set point along the oral–aboral axis (approx. bottom 27% of parent is lost to clone). Set fission locations have also been identified in Bilateria [12] and *Hydra*, where budding occurs in the bottom one-third of the body column [41]. This similarity between *Hydra* budding location and *Nematostella* physal pinching location is intriguing because it suggests that there may be a conservation of mechanisms that designate the asexual field in cnidaria. It is unknown what causes physal pinching at this set location. In *Planaria*, the pinching that precedes fissioning is neurally regulated [11,12], and it is enticing to speculate that in *Nematostella* neural regulation controls localized constriction by causing columnar ring muscle to constrict [42] at the pinching site.

Another goal was to establish a framework for exploration of the molecular mechanisms governing asexual reproduction in *Nematostella*. Understanding the dynamics of transcription during transverse fission is a first step to characterizing this behaviour. Once *Nematostella* are actively fissioning, we observe changes in gene expression that differ from non-fissioning animals, which we hypothesize are important for complete detachment of the physa from the body column. We identified 1577 transcripts that were differentially expressed between pinching and steady-state animals, including predicted homeobox and notch-like protein transcripts as well as TGF*β* and FGF pathway components—all of which have been implicated in asexual reproduction in other bilaterians and cnidarians (see Introduction). Functional experiments and further characterization of differential gene expression throughout the fission process are needed to improve the molecular model of physal pinching in *Nematostella*, and to determine whether mechanisms of asexual reproduction are homologous despite obvious differences in cloning mechanics between many taxa (e.g. budding in *Hydra* versus transverse fission in *Nematostella*)*.* For example, FGF and notch signalling help define the boundary between bud and parent in *Hydra* [20,21] but it is unknown if these pathways serve a similar role in *Nematostella*. Additionally, DEGs related to the biological processes of negative cell cycle regulation and cell adhesion should be further explored. The downregulation of the latter probably aids in detachment of the physa, especially given that FGF signalling has been linked to bud detachment in *Hydra* [22] as well as extracellular matrix degradation and subsequent asexual polyp detachment in the coral *Pocillopora acuta* [19]. These novel experiments measuring changes in gene expression at the site of constriction and detachment provide us with the first description of transcriptional changes during the process of asexual reproduction in the specific tissue undergoing transition. One limitation of this analysis is isolating only the tissue in question. Future experiments might consider a similar analysis of neighbouring tissue during transverse fissioning to determine if there are differences in transcript expression in the portion of the animal that will develop a head versus the portion of the animal that will develop a physa.

Our findings can lend insight into whether the factors and mechanisms that govern asexual reproduction are conserved across the Cnidaria, but continued work in *Nematostella* will allow us to draw broader conclusions. The potential to use *Nematostella* as a model to identify the conditions that promote asexual versus sexual reproduction to better our understanding of cnidarian facultative asexual reproduction should also be explored. It is our opinion that any improvement on our knowledge of the proximate and ultimate factors that govern cnidarian reproduction are of value because it will allow us to better understand a phylum that exhibits incredible reproductive diversity, plays essential ecological roles, and can be applied to management plans or research into strategies aimed to bolster declining wild populations.

## 4. Methods

### 4.1. Animal husbandry

*Nematostella* laboratory stocks were maintained in mixed sex groups kept in glass bowls filled with 1/3X artificial salt water (1/3X ASW; pH 8.1–8.2) and kept in a dark 17°C incubator. Water changes were performed weekly, and stocks were fed four times a week with freshly hatched artemia (24–28 h old cultures). To culture artemia for feeding, 1 tsp of brine shrimp eggs (Brine Shrimp Direct—Premium grade brine shrimp eggs) were added to 500 ml of 1/3X ASW and aerated.

### 4.2. Substrate and asexual reproduction

For this experiment, a colony of adult female *Nematostella* were clonally propagated in glass dishes over several generations in the laboratory as described by Hand & Uhlinger [43] and were formally naive to substrata. One hundred individuals of similar body size were subset evenly into 10 groups and placed in two-cup Pyrex dishes containing either an aquarium gravel substrate (Onyx Sand by Seachem) (*n* = 5) or no substrate (*n* = 5). The dishes and gravel were washed and autoclaved prior to usage. After placement of animals into their respective conditions, the experiment was left to run continuously for two months. During this time, animals were hand fed green mussel (approx. 2 mm^3^ in size) three times weekly with sterile forceps followed by weekly water changes where old water was decanted and replaced with fresh 1/3X ASW. The substrate was never removed or washed during the experiment. At the conclusion of the study, animals were re-counted using a mesh window screen to sift through the substrate. Videos of fission behaviour were generated from time lapse images taken at 2 min intervals of an individual kept in substrate and an individual removed from substrate, after pinching had begun, over the course of 11 h and 4 h, respectively. Imaging was done with either an sCMOS camera with an attached lens (Thor Labs Quantalux CS2100M-USB and MVL5M23) or a Nikon dissection microscope (Nikon SMZ1270) with a USB camera attachment (Levenhuk M300). To help visualize fission behaviour of the individual kept in substrate, a clear polydimethylsiloxane (PDMS) based substrate was made. The PDMS (Sylgard184 Ellsworth Adhesives 184 SIL ELAST KIT 0.5KG) was mixed at a ratio of 10:1 (prepolymer to curing agent), degassed until clear, and cured at 80°C for 20 min before cutting the solid slab into small pieces.

### 4.3. Animal size and asexual reproduction

Longitudinal neurons were counted in *NvLWamide-like::mCherry* expressing animals at the start of the three-week long experiment period for the latency to fission, rate of fission, and fission location experiments. Neurons were counted by hand on live animals using a dissection scope equipped with fluorescence (Nikon SMZ 1270) [28]. Animals were relaxed with MgCl_2_ (7.14% w/v) in 1/3X ASW before counts were taken. After counting, *Nematostella* were individually placed in Petri dishes (100 × 15 mm) filled with 38 g of gravel substrate (Super Naturals Aquarium Gravel by CaribSea) and 38 ml of 1/3X ASW and kept in a 22°C incubator with a 12 : 12 light–dark cycle. To control the amount of food animals received based on their size, replicates were fed 10% of their starting longitudinal neuron count in artemia twice a week (e.g. 100 starting longitudinal neurons = 10 artemia twice a week). Each replicate received a water change weekly. Individuals were checked daily for clones by gently looking through the substrate under a dissection scope. If asexual reproduction had occurred, the adult and clone fragments were relaxed with MgCl_2_ and longitudinal neurons were counted.

### 4.4. Transcriptomic analysis of animals during physal pinching

Animals were placed in gravel substrate and maintained in the same manner as those from the ‘substrate and asexual reproduction' experiment described above. Individuals were either sampled as physal pinching occurred (pinching) or in steady-state animals (not pinching) (*n* = 3 pooled individuals per treatment). Since there is currently no established staging protocol for physal pinching in *Nematostella*, we do not know at what point during the fission process each individual was collected. Animals were put into RNAlater and stored at −20°C until RNA isolation. Total RNA was isolated from all samples using an RNAqueous kit (Ambion) followed by DNAse treatment with a DNA-free kit (Invitrogen). RNA quantity was assessed using both a Qubit Fluorometer with associated RNA Broad Range kit (Thermo Fisher Scientific) and an Agilent 2100 Bioanalyzer using a ‘pico' kit, each according to their respective manufacturer's instructions. Libraries were prepared from 14.6 to 100 ng of high-quality total RNA by the Sequencing and Discovery Genomics core at the Stowers Institute for Medical Research following manufacturer protocols for the Illumina TruSeq Stranded mRNA Library Prep kit and Illumina TruSeq RNA Single Indexes Sets A and B. Resulting short fragment libraries were checked for quality and quantity using an Agilent Bioanalyzer and a Qubit Fluorometer. Libraries were pooled at equal molar concentrations, quantified and sequenced as 75 bp single reads on a high-output flow cell using an Illumina NextSeq 500 instrument and NextSeq Control Software 2.2.0.4. Following sequencing, Illumina Primary Analysis v. RTA 2.4.11 and bcl2fastq2 v. 2.20 were run to demultiplex reads for all libraries and generate FASTQ files. Sequencing produced an average of 31 062 832 reads per sample, ranging from 26 312 701 to 33 855 476. Sequencing results were deposited in the NCBI GEO database (GSE223794). The filtered reads were aligned to the Nvec200 *Nematostella* genome [29] with STAR aligner (v. 2.7.3a) using Ensembl 99 gene models. Reads mapping to the reference at the same start position with 100% alignment identity of the transcript were regarded as PCR duplicates and discarded. TPM values were generated using RSEM (v. 1.3.0).

All statistical analyses were completed in the R environment (R3.5.0). The raw read-counts-per-gene table was filtered to contain only genes with at least three counts and used to perform outlier detection with the arrayQualityMetrics R package [44] with three different outlier detection methods: *distance between arrays*, *boxplots* and *MA plots*. No samples were excluded from downstream analysis. 

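Every pair of libraries differed by more than the sampling noise of its counts, with a chi-square of at least 31.5 per degree of freedom over genes, so no pair had the counts of one library deposited more than once. The deposited labels give each library as a separate replicate, and each was counted as 1. Euclidean distances between libraries in rlog-transformed expression were 31.4 to 40.7 among the 3 pinching libraries, 38.4 to 46.9 among the 3 steady-state libraries and 43.5 to 62.9 between the groups. The mean distance to the other libraries was largest for steady-state replicate 3, at 54.0, and lay between 42.8 and 46.3 for the rest. With only 3 libraries per group, no test of a single outlying library was made, and all 6 libraries were kept. Limma's sample quality weights were lowest for steady-state replicate 3, at 0.511, and between 0.757 and 1.32 for the rest.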

The filtered count data were analysed using the R package DESeq2 [45], which produced a normalized counts-per-gene table used in subsequent analyses. Normalized count data were transformed using the *rlog* function. Corrections were made for multiple testing at a cut-off of 0.1. Using a generalized linear model with Wald pairwise comparisons, DEGs were determined between samples that were pinching or not pinching. The VEGAN package was used to visualize and calculate significance and generate a PCA of variance-stabilized gene expression [46]. Functional summaries of DEGs were determined by rank-based GO enrichment analysis, using signed, unadjusted log-transformed *p*-values (positive if upregulated, negative if downregulated) with the GO_MWU package (https://github.co*m/z*0on/GO_MWU). This method uses a Mann–Whitney *U* test and measures whether each GO term is significantly enriched in upregulated or downregulated genes based on their delta rank (quantitative shift in rank) rather than looking for GO terms among significant genes only.

### 4.5. Population density and asexual reproduction

Laboratory cultured wild-type *Nematostella* from mixed sex populations were used for all population density experiments. Prior to being assigned to a high- or low-density treatment (*n* = 40 or 4 animals, respectively), all animals were relaxed in MgCl_2_ and their body length was measured using a clear plastic ruler placed under their Petri dish. Within each replicate, average animal length and length range was controlled across population density treatments. Animals were placed approximately equidistant in their assigned treatment Petri dish (145 × 25 mm) filled with 100 g of gravel substrate (Super Naturals Aquarium Gravel by CaribSea) and 200 ml of 1/3X ASW and kept in a 22°C incubator with a 12 : 12 light–dark cycle for the three-week long experiment period. High- and low-density treatments were fed 400 and 40 µl of artemia culture twice a week, respectively. Water changes were performed weekly and a 20 ml water top-off occurred mid-week. H_2_O_2_ density treatments had H_2_O_2_ added to their 1/3X ASW every time water was changed or topped off (final concentration 0.00025% or 82 µM). Replicates were checked daily for egg clutches which were removed if found. Ammonia levels were tested on water removed from each treatment dish during weekly water changes using an API brand NH_3_/NH_4_^+^ test kit. At the end of the experiment period, all animals were removed from each dish and counted to determine the number of clones that were generated per starting individual. Dishes were checked multiple times under a dissection scope to ensure no animals were overlooked.

### 4.6. Transcriptomic analysis of population density animals

Total RNA was extracted from animals at the end of the population density experiment period. In total, 10 high- and nine low-density animals were collected from four different population density replicates. None of the sampled individuals were undergoing physal pinching at the time of collection. Each animal was flash frozen in liquid nitrogen, processed with a liquid-nitrogen-cooled mortar and pestle, stabilized in 1 ml of TRI Reagent (Sigma-Aldrich), and then stored at −80°C until total RNA was isolated as previously published [47]. RNA concentration and purity were measured using a NanoDrop spectrophotometer (all samples OD:260/280 and OD:260/230 ≥ 2) and sample integrity was confirmed using an Agilent 2100 Bioanalyzer (all samples RIN ≥ 8.0) following manufacturer's instructions. RNA was stored at −80°C until needed. Sample cDNA libraries were prepared from an average of 21 to 274 ng of high-quality RNA. Library preparation and sequencing were done by Novogene Inc. Sample libraries were constructed following manufacturer protocols using an Illumina Stranded mRNA Prep kit, which uses poly A enrichment to purify mRNA from total RNA, and an Illumina NovaSeq 6000 was used for sequencing (paired end, 150 bp reads). An average of 50 324 344 reads were produced per sample, ranging from 38 628 894 to 70 726 914. Reads were quality filtered and adapter trimmed using Trimmomatic [48]. A read was discarded if there was adapter contamination, if it contained more than 10% uncertain nucleotides, or if there were more than 50% low-quality nucleotides (*Q*score ≤ 5). Sequencing data can be retrieved from the NCBI SRA database (PRJNA925453).

Sequencing data were uploaded to the Galaxy web platform, and the public server at usegalaxy.org was used to map and analyse the sequencing data [49]. Filtered reads were mapped and quantified using the Salmon quant tool with default parameters (v. 1.5.1) [50] using the *Nematostella* NVE transcriptome v. 2.0 [34]. Transcripts per million were used to quantify transcript abundance. The count tables generated with Salmon quant were used for differential transcript analysis between high- and low-density samples using the Bioconductor DESeq2 tool using default settings (v. 2.11.40.7) [45]. A false discovery rate of *p* ≤ 0.05 was used to determine differential expression (adjusted for multiple testing using the Benjamini–Hochberg procedure).

## Data Availability

All data were generated and analysed by the authors of this study. Individual replicate data are provided in the figures of the paper for all behaviour experiments as well as in electronic supplementary material, data file 1, and on Figshare [51]. RNA sequencing results for pinching versus steady-state animals were deposited in the NCBI GEO database (GSE223794). Population density RNA sequencing data have been uploaded to the NCBI SRA database (PRJNA925453).

How the deposited data were processed for this re-analysis (not part of the article)

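Gene expression was measured by bulk RNA sequencing in 6 libraries of Nematostella vectensis, 3 of pinching and 3 of steady-state animals. Samples were assigned to groups and replicate numbers from the deposited sample labels, whose descriptions give both. The sample titles begin with ND for pinching and PD for steady-state libraries. These letters were not used, so they neither back nor rule out the assignment. The authors aligned the reads to the Nvec200 genome with STAR, discarded duplicate reads and deposited raw counts per gene model, without normalization or a filter on low counts. The methods name RSEM for TPM values, which were not used here, and Ensembl gene models, whereas the identifiers in the deposited counts follow another scheme.

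From the deposited counts, library sizes were computed over all 24525 gene models; no row without a gene identifier and no unused column was present. Tests were run in R 4.3.3 on the 21345 genes with at least 3 counts summed over the 6 libraries. The paper's wording of its filter, genes with at least 3 counts, does not say whether the counts are in total, on average or in each library, and other readings were run as alternatives. The quasi-likelihood test of edgeR 4.0.16 was fitted with TMM normalization and the group as the only term, and its prior degrees of freedom were 3.87. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.1. DESeq2 1.42.0 was run with its Wald test, its size factors and independent filtering, under which 16362 genes received an adjusted p and the rest were left without one. Limma 3.58.1 was run with voom and sample quality weights as an alternative. PCA used DESeq2's rlog values of all tested genes, centred and not scaled. CPM values are TMM-normalized, and log2 CPM values used a prior count of 2. The counting precision of the 4 genes named by identifier rests on between 7 and 1843 counts per library.

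The genes named in the text were chosen by a rule fixed before the data were examined, the largest rises and falls in log2 fold change among genes past the adjusted p, with a mean of at least 1 CPM and no overlap between the groups. The rule allowed at most 2 genes in each direction where identifiers could not be paired with names, and none of the 24525 identifiers could be paired with one through the reference table used. For the same reason the homeobox, TGF-beta, notch, FGF, adhesion and GO gene sets were not analysed. GC content and gene length were not used either. The experiments on substrate, animal size, fission site and population density were not analysed here.

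The scripts were tested on simulated counts drawn from the means, library sizes and estimated spread of the 21345 genes. Each gene's spread was drawn around edgeR's trend with edgeR's prior degrees of freedom, a form that edgeR's test assumes and DESeq2's does not. In 5 simulations with no gene changed, edgeR called at most 1 gene and DESeq2 called at most 97. Alternatives set before the data were examined covered the test, the normalization, the filter on low counts, the threshold, the replicate number as a block, the transformation and genes of the PCA, and leaving out each library. Alternatives chosen after the data were seen were edgeR's robust spread and likelihood ratio test, libraries thinned at random to the smallest total of 22423447 counts, and DESeq2 with its own set of filters, scalings, thresholds and libraries.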

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

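The robust and likelihood ratio fits of edgeR, the thinned libraries and every alternative to DESeq2's own numbers were chosen after the data were seen, and the other alternatives before. The number of DEGs depended on the test more than on the scaling of the libraries. From 34 genes in the edgeR quasi-likelihood test (2 upregulated, 32 downregulated), the number went to 1927 (690 and 1237) with DESeq2's Wald test, to 1393 (448 and 945) with edgeR's likelihood ratio test and to 164 (59 and 105) with a robust estimate of the spread in the quasi-likelihood test. Limma-voom with sample quality weights called 23 genes, with 0 upregulated, and 4067 genes at an unadjusted p under 0.05. DESeq2's size factors in the edgeR test gave 50 genes (3 and 47), library size alone gave 39 (6 and 33), and thinning every library to the smallest total gave 36 (4 and 32). The cause of these shifts was not tested.

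Whether edgeR called any gene depended on the filter on low counts. Without a filter the quasi-likelihood test called 119 genes (32 upregulated, 87 downregulated). With a mean of at least 3 counts, or with edgeR's filterByExpr, it called 0 genes in total, 0 upregulated and 0 downregulated, although 3755 and 3598 genes had an unadjusted p under 0.05 and DESeq2 called 1951 and 2031 genes under the same filters. The 4 genes named by identifier then had adjusted p-values between 0.106 and 0.111 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), and over all alternatives and tools their Benjamini-Hochberg adjusted p ranged from 1.96e-16 to 0.356. The cause was not tested. At a threshold of 0.05 in place of 0.1, edgeR called 0 genes against 1219 for DESeq2 (350 upregulated, 869 downregulated), with 3972 genes at an unadjusted p under 0.05 in the edgeR test. Over the 11 alternatives with all libraries, the number of genes at an unadjusted p under 0.05 stayed between 3598 and 4382.

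Leaving out each library in turn moved the edgeR numbers between 0 and 354 genes in total, 0 and 58 upregulated and 0 and 296 downregulated. The highest numbers came without steady-state replicate 1, which kept all 34 genes among the calls; without steady-state replicate 3, 16 genes were called, 10 of them among the 34. Without any other single library edgeR called 0 genes, while 2071 to 4751 genes had an unadjusted p under 0.05. With DESeq2 the total ranged from 618, without pinching replicate 2, to 3060, without steady-state replicate 2, with 123 to 1383 upregulated and 495 to 1677 downregulated. Fewer libraries give a test less power, but the rise to 3060 shows that this alone did not set the numbers; the cause was not tested. With all 6 libraries, DESeq2's total stayed between 1550 and 2041 under other filters, thinning, a replicate block, TMM factors and no independent filtering at the threshold of 0.1, and downregulated genes outnumbered upregulated genes in each of these fits and with each library left out. With library size alone in place of its size factors, DESeq2 called 2747 genes and the larger part was upregulated (1731 and 1016); with TMM factors it called 2007 (889 and 1118).

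The deposited design text mentions 3 time points with replicates at each, and it ties no library or replicate number to a time point. The 6 libraries in 2 groups cannot hold 3 time points with replicates inside each group. They could hold 3 time points with a library of each group at each. The paper's methods mention no time points. Whether the replicate numbers mark shared time points is therefore not known. Libraries with the same number deviated from their group means with correlations across genes of 0.0219, 0.228 and -0.0791 for numbers 1, 2 and 3, which are not all above 0.1, so the numbers were not taken to pair the libraries. Correlations between libraries of unlike number were not computed for reference, so this does not exclude pairing. With the replicate number as a block, edgeR called 465 genes, 151 upregulated and 314 downregulated, against 34 without it. DESeq2 called 1550 with the block, against 1927 without it.

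The 4 genes named by identifier kept the direction of their change in all alternatives, and each stayed past the threshold in 8 of the 11 with all libraries and lost it under the mean filter, filterByExpr and limma-voom. Their log2 fold changes ranged from -4.57 to -3.69 for NV2g021655000.1, -4.19 to -3.33 for NV2g008830000.1, 2.70 to 3.48 for NV2g008483000.1 and 1.16 to 1.39 for NV2g002784000.1.

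The share of variance on PC1 went from 48.1% to 39.8% with log2 CPM, and ranged from 45.6% to 56.1% when each library was left out. The cause was not tested. With the variance stabilizing transformation, the 500 most variable genes, the mean filter and thinned libraries it was 45.9%, 51.0%, 48.5% and 48.1%. Counts of genes in the families and gene set tests that had been set out before the data were examined were not run, since no identifier could be paired with a name. Depth limits the genes with few counts most, and DESeq2's independent filtering, which leaves out genes with low mean counts, left 4966 of the genes tested without an adjusted p. Another 17 received no p from DESeq2 at all.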

Differences from the paper's values

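The paper reports 1577 DEGs, 517 upregulated and 1060 downregulated, and the edgeR quasi-likelihood test gave 34, 2 and 32. Of the alternatives set before the data were examined, DESeq2's Wald test, which is the test the paper's methods name, came within 1.5 times of all of these numbers, with 1927, 690 and 1237. The other scalings, filters, the threshold of 0.05, the replicate block in edgeR, limma-voom and the fits of edgeR without each library did not, with totals between 0 and 465. Settings chosen after the values were seen that came within 1.5 times of the paper's total and both directions were edgeR's likelihood ratio test, with 1393 genes (448 upregulated, 945 downregulated), and DESeq2 under other settings. These were DESeq2 with the replicate number as a block, with 1550 genes (510 and 1040), no independent filtering, with 1673 (543 and 1130), a mean of at least 3 counts, with 1951 (698 and 1253), at least 3 counts in every library, with 2041 (704 and 1337), at least 3 counts in 3 libraries, with 1971 (697 and 1274), at least 3 counts in 1 library, with 1918 (680 and 1238), no filter, with 1905 (668 and 1237), filterByExpr, with 2031 (704 and 1327), thinned libraries, with 1886 (646 and 1240), and a threshold of 0.05, with 1219 (350 and 869). DESeq2 also came within that range without pinching replicate 3, with 1485 genes (495 and 990), without steady-state replicate 1, with 1810 (635 and 1175), and without steady-state replicate 3, with 1210 (383 and 827). None of these settings gave the paper's exact numbers. Without pinching replicate 1 DESeq2's total of 1083 came within 1.5 times of the paper's, but its 281 upregulated genes did not, and with TMM factors in DESeq2, also chosen after the values were seen, its total of 2007 and 1118 downregulated genes did, but its 889 upregulated genes did not. Library size alone in DESeq2, chosen likewise, gave 1016 downregulated genes, within that range, but 1731 upregulated genes and 2747 in total, which were not.

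The largest log fold change of an upregulated gene in the paper is about 11 in Fig. 4b, read by eye. Among called genes it was 3.15 with edgeR, and none of the alternatives set before the data were examined came within the standard error of the figure's value, the nearest being DESeq2's Wald test with 4.64. The most negative log fold change of a downregulated gene is about -5.1 in Fig. 4b, read by eye, against -4.17 with edgeR. Over all called genes, no filter on low counts (-4.81) and the fit without steady-state replicate 1 (-5.70) came within the standard error of the figure's value. DESeq2's Wald test (-8.62) and the replicate block (-8.97) did not, and they came within it, at -4.90 and -5.24, only when genes with no count in a whole group, whose fitted value depends on the model, were left out. DESeq2's size factors in edgeR (-4.20), library size alone (-4.13), limma-voom (-3.17) and the fit without steady-state replicate 3 (-4.54) did not, and the remaining alternatives set before the data were examined called no downregulated gene.

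Figure 4a draws a pinching sample as the point farthest from the centre on PC1. Here the farthest library was steady-state replicate 3 with all tested genes, and pinching replicate 3 with the 500 most variable genes, an alternative set before the data were examined.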

Other observations

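The tests of other divisions of the libraries, of simulated libraries, of single steady-state libraries, of exchanged groups and of the scaling of DESeq2's calls were chosen after the results were seen; those of thinned libraries, of the scaling of genes without overlap and of neighbouring identifiers were set out before their own results were seen. GC content, gene length and reads from another organism were not tested, and the methods describe the libraries as pooled for sequencing, without naming batches of library preparation.

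DESeq2 called 1927 genes where edgeR's quasi-likelihood test called 34, although the tests gave similar numbers of genes at an unadjusted p under 0.05, 3804 and 3972. Every pinching library had a higher total than every steady-state library. The depth of counting alone did not account for the calls, since DESeq2 still called 1886 genes with all libraries thinned to the smallest total. Thinning leaves in place any difference in preparation that goes with the totals, so it cannot exclude such a difference. Of the 10 splits of the 6 libraries into 3 and 3, the real one gave the highest number in both tests, so 1 of 10 splits was as large; the next gave 159 genes with DESeq2 and, in the edgeR test, 0 genes with 1855 at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so a chance division and an effect of pinching cannot be told apart by this count. The distance was not particular to DESeq2, since edgeR's likelihood ratio test, with the same normalization, called 1393 genes. Of DESeq2's 1927 calls, 1923 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. That test thus gave nearly all of these genes a low p, but seldom one low enough to pass adjustment. A candidate explanation for the distance between the tests is false calls by DESeq2 where the spread differs strongly between genes. In 5 simulations with no gene changed it called at most 97 genes, far below 1927, but the simulated spread was estimated from the same libraries, so this leaves open what part of the calls is false. In 5 simulations with 4000 genes changed by small and large amounts, edgeR called 471 to 550 genes and DESeq2 called 1206 to 1335. Of these calls, 7.21% and 17.7% were unchanged genes. The simulations gave a mean of 2317 genes with edgeR and 2401 with DESeq2 at an unadjusted p under 0.05. Both are fewer than in the real libraries, although edgeR called more genes in the simulations than in the real libraries. The simulated changes thus differed from the real ones, so neither the calls nor the shares of unchanged genes carry over.

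Downregulated genes made up 64.2% of DESeq2's calls, and 67.2% of the paper's. A single steady-state library with high values did not account for all of the excess. With each steady-state library left out, the lowest share was 54.8%, without steady-state replicate 2. Without steady-state replicates 1 and 3 the share was 64.9% and 68.3%. Steady-state replicate 2 could therefore account for part of the excess over all calls. The scaling between libraries is a candidate explanation for the excess over all calls, since the share was 55.7% with TMM factors and 37.0% with library size alone. It did not account for the excess among calls of at least 2-fold, of which the lowest share of downregulated genes under these 3 scalings was 75.2%, with library size alone. Raising the pinching libraries by 0.2 on the log2 scale after DESeq2's size factors still left 555 such falls against 352 rises, and 0.3 turned them to 499 against 580. Pinching itself was not tested apart from the groups.

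Small rises and large falls divided differently from the calls. Among genes with a mean of at least 1 CPM that did not overlap between the groups, which chance gives for 10% of genes with 3 libraries against 3, 2926 were higher and 1802 were lower in pinching animals. The median log2 difference was 0.46 in the former and -0.73 in the latter, and 164 of the former and 669 of the latter differed at least 2-fold. The share of these genes that were higher followed the scaling, at 54.3% under DESeq2's size factors, 61.9% under TMM and 73.5% under library size alone. The scalings differ by more than the shift that would remove the excess, since lowering the pinching libraries by 0.03 on the log2 scale after DESeq2's size factors left 47.6% higher. Whether more genes rose than fell and where the scaling centres the libraries therefore cannot be told apart. More falls than rises of at least 2-fold were seen under each of the 3 scalings, 735 and 135 with DESeq2's size factors and 583 and 192 with library size alone.

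Steady-state libraries lay farther apart than pinching libraries, with a biological coefficient of variation of 29.3% against 24.8% in edgeR's estimate for each group. A candidate explanation is a single library, steady-state replicate 3. The other steady-state libraries lay at a distance of 38.4 in rlog-transformed expression, within the range of 31.4 to 40.7 among pinching libraries. Their Pearson's r of 0.976 also lay within the pinching range, 0.964 to 0.980. Their median absolute log2 difference of 0.301 lay above the pinching range of 0.230 to 0.248. Their chi-square of 54.6 per degree of freedom lay above the pinching range of 31.5 to 45.9. The measures thus leave open whether this library accounts for all of the wider spread. Steady-state replicate 3 also had 21071 detected gene models and 12.3% of its counts in the 10 most abundant genes, the highest values of the 6 libraries. Whether steady-state replicate 3 differed in its animals or in its handling was not tested.

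The library farthest out on PC1 was labelled steady-state, while Fig. 4a draws the farthest point as pinching, which would also be seen if the groups had been exchanged in the labels. The values go both ways. Against an exchange, 64.2% of DESeq2's calls were lower in the libraries labelled pinching (54.8% to 80.1% with each library left out), in the direction of the paper's own split, although this share fell to 37.0% with library size alone, a scaling the paper's methods do not name. For an exchange, the points of Fig. 4a, read by eye, lay closer to the libraries with the groups exchanged in 5 of 6 settings of the PCA, over the 36 ways of matching points to libraries within groups. The best mean correlation over PC1 and PC2 was 0.946 exchanged and 0.831 as labelled with rlog values of all tested genes, and 0.974 and 0.900 with the variance stabilizing transformation; only for the 500 most variable genes was it higher as labelled, at 0.973 against 0.836. Among all 20 ways of taking 3 of the 6 libraries as pinching, the exchanged groups gave the highest correlation in those 5 settings, and the groups as labelled came 2nd or 3rd. The 500 most variable genes, with the labelled groups highest, had the PC1 share nearest to the paper's 53%, at 51.0%. The settings reuse the same 6 libraries, and the highest of 20 ways is expected by chance in 5% of cases for any one way. The match therefore weighs little by itself. The fold changes of Fig. 4b, read by eye, run from about -5.1 to 11, with the longer side among rises. DESeq2's calls ran from -8.62 to 4.64, with the longer side among falls, which would also go with an exchange. That side rests on 1 gene with no count in any pinching library, and without it the calls ran from -4.90 to 4.64. The letters of the sample titles, ND for pinching and PD for steady-state, were not weighed. The split of the calls, made with the test and size factors that the paper's methods name, speaks against an exchange, but since the match goes the other way, groups as labelled and exchanged groups cannot be told apart from these values, and the labels were kept.

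Genes with consecutive identifier numbers had similar fold changes. Over 10497 pairs of consecutive identifiers with a mean of at least 1 CPM, Spearman's rho of the log2 fold changes was 0.183 across genes, against at most 0.0312 in 1000 shuffles of the genes (permutation test, p = 0.001, the smallest these shuffles can give). It fell to 0.0772 for identifiers 2 apart and 0.0111 for identifiers 5 apart. The same correlation appeared in differences between replicates of one group, where no effect of pinching is involved, with rho between 0.109 and 0.161 in 6 such comparisons. This is in line with neighbouring gene models varying together in any comparison of libraries, whether through shared regulation, gene models that split one gene or shared reads, which the counts cannot separate. Whether the identifier numbers follow the order of genes along the genome was not tested, and genes are not independent replicates.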
